# A Vitamin E-Enriched Antioxidant Diet Interferes with the Acute Adaptation of the Liver to Physical Exercise in Mice

**DOI:** 10.3390/nu10050547

**Published:** 2018-04-28

**Authors:** Miriam Hoene, Martin Irmler, Johannes Beckers, Martin Hrabě de Angelis, Hans-Ulrich Häring, Cora Weigert

**Keywords:** liver, exercise, vitamin E, tocopherol, Ppargc1a, inflammation, lipogenesis

## Abstract

Physical exercise is beneficial for general health and is an effective treatment for metabolic disorders. Vitamin E is widely used as dietary supplement and is considered to improve non-alcoholic fatty liver disease by reducing inflammation and dyslipidemia. However, increased vitamin E intake may interfere with adaptation to exercise training. Here, we explored how vitamin E alters the acute exercise response of the liver, an organ that plays an essential metabolic role during physical activity. Mice fed a control or an α-tocopherol-enriched diet were subjected to a non-exhaustive treadmill run. We assessed the acute transcriptional response of the liver as well as glucocorticoid signalling and plasma free fatty acids (FFA) and performed indirect calorimetry. Vitamin E interfered with the exercise-induced increase in FFA and upregulation of hepatic metabolic regulators, and it shifted the transcriptional profile of exercised mice towards lipid and cholesterol synthesis while reducing inflammation. Energy utilization, as well as corticosterone levels and signalling were similar, arguing against acute differences in substrate oxidation or glucocorticoid action. Our results show that high-dose vitamin E alters the metabolic and inflammatory response of the liver to physical exercise. The interference with these processes may suggest a cautious use of vitamin E as dietary supplement.

## 1. Introduction

The beneficial effects of exercise make it a powerful means to improve general health and treat conditions such as obesity, non-alcoholic fatty liver disease (NAFLD), insulin resistance, and type 2 diabetes [1,2,3]. Physical exercise is a physiological, yet metabolically demanding, state that involves not only the contracting muscles, but the organism as a whole. The liver, an organ with pleiotropic functions, takes a particularly active role as it provides glucose to compensate for the increased uptake by the muscles [3,4]. This process is supported by a fall in hepatic energy charge as well as increased uptake and oxidation of fatty acids by the liver [3].

Increased mitochondrial substrate oxidation during exercise may result in the production of reactive oxygen species (ROS), a phenomenon that has long been known to occur in skeletal muscle [5]. Concern about the potential negative effects of oxidative stress has contributed to the propagation of antioxidant intake among athletes [5]. However, ROS, while possibly detrimental and even performance-limiting [6], may at the same time be essential signalling molecules which trigger antioxidant defenses and other beneficial long-term effects of exercise [7,8,9]. This hypothesis has been tested in different human and animal studies, frequently employing the vitamin E form α-tocopherol as an antioxidant and predominantly in combination with other antioxidative supplements. In human subjects, these studies have reported an interference with the training-induced improvement in insulin sensitivity [10] and blunted increases in transcriptional regulators of mitochondrial biogenesis and in mitochondrial proteins in skeletal muscle [10,11]. Similar effects of vitamin E have been described in rodents [12].

In addition to its local actions, some of which may be non-antioxidant activities [13], vitamin E could also interact with the endocrine response to physical exercise: It has been shown to reduce plasma corticosterone in stress-exposed rats [14] and to affect glucocorticoid signalling in skeletal muscle [15]. In humans, a combined vitamin E and C supplementation blunted the exercise-induced increase in cortisol [16]. While not all studies have confirmed the negative consequences of vitamin E-containing antioxidant supplements on training adaptation [17,18], a potential negative effect is certainly worth considering in view of the high prevalence of antioxidant supplementation: In a study published in 2005, more than 10% of US adults reported consuming at least 400 IU of vitamin E per day [19].

Similar to skeletal muscle, the liver shows both an acute stress response to physical exercise [20,21] and long-term adaptations to this metabolic challenge. We have previously reported that exercise acutely upregulates genes involved in the immune response and glucose and fatty acid metabolism [20], such as peroxisome proliferative activated receptor gamma coactivator 1 alpha (Ppargc1a), pyruvate dehydrogenase kinase 4 (Pdk4), insulin receptor substrate 2 (Irs2), angiopoietin like 4 (Angptl4) and the carnitine transporter solute carrier family 22 member 5 (Slc22a5), whereas it downregulates fatty acid synthase (Fasn) [22,23]. By increasing mitochondrial fatty acid oxidation and suppressing lipid anabolic processes in the liver, training reduces hepatic fat content and improves NAFLD, even in the absence of weight loss [3,23]. These direct effects on the liver may be a highly relevant mechanism by which physical activity improves general health. In contrast to the important roles of the liver in relation to physical exercise, little attention has been paid to whether its adaptation to exercise is also affected by vitamin E. This is particularly noteworthy as the liver is the main organ involved in the control of vitamin E status [24]. Vitamin E could affect the hepatic response to exercise by exerting local antioxidant or non-antioxidant activities [13], but also by interfering with glucocorticoid signalling [13,14,15], which has been implicated in the upregulation of Ppargc1a [25], Angptl4 [26], Irs2, and Pdk4 [27].

To study how vitamin E interacts with the acute hepatic adaptation to exercise, we fed mice an α-tocopherol-enriched antioxidant diet before subjecting them to a non-exhaustive treadmill run. We investigated the metabolic responses and changes in the liver transcriptome immediately after the bout of exercise. Vitamin E supplementation counteracted the increase in circulating free fatty acids (FFA) and the induction of inflammatory transcripts in the liver. At the same time, genes involved in cholesterol and lipid synthesis, processes that are normally suspended during physical exercise and negatively regulated by fatty acids, were upregulated by exercise combined with vitamin E. These effects appeared not to be related to alterations in glucocorticoid signalling or whole-body energy consumption in exercising mice. By altering the acute response to physical exercise, high doses of vitamin E could interfere with the beneficial long-term adaptation of the liver during regular exercise training.

## 2. Materials and Methods

### 2.1. Diets and Exercise Protocol

The animal experiment was performed in accordance with the EU Directive 2010/63/EU and approved by the local authorities (Regierungspräsidium Tübingen). Mice were kept under an inverted light–dark cycle (dark period 9:30–21:30 h, light period 21:30–9:30 h). Experiments were performed between 10:00 and 14:00 h. Seven week-old male C57BL/6N mice were purchased from Charles River (Sulzfeld, Germany) and assigned to either a diet supplemented with 100 mg/kg vitamin C and 2000 IU/kg vitamin E (as α-tocopheryl acetate) or to control diet (0 mg/kg vitamin C, 149 IU/kg vitamin E) based on the purified diet C1000 (Altromin, Lage, Germany). In contrast to humans, mice can synthetize vitamin C. However, a small amount of vitamin C was added to the vitamin E-enriched diet since it is required for vitamin E regeneration [28].

After 4 weeks of feeding, at an age of 11–12 weeks, the animals were weighed and *n* = 12 mice from each dietary group were subjected to 1 h of treadmill running (13 m/min and 14° uphill slope), as described previously [22]. For a subset (*n* = 6 per diet) of exercising mice, respirometry was performed during the treadmill run using an indirect calorimetric system (Oxylet, Panlab, Cornellà, Spain). Oxygen consumption and the respiratory quotient (CO_2produced_/O_2consumed_) were calculated using Metabolism 2.1.04 Software (Panlab, Cornellà, Spain). Immediately after the exercise bout, mice were analgosedated with an intraperitoneal injection of ketamine and xylazine (150 and 10 mg/kg body weight, respectively), and exsanguinated by decapitation. Blood was transferred into EDTA collectors and livers were removed and frozen in liquid nitrogen. Blood and liver collection was carried out within 5 min of completion of the exercise bout. The control mice (*n* = 10 per diet) remained in their cages, but in close proximity to the treadmill, and were deprived of food for 60 min before they were killed, to align with the feeding state of the exercised animals.

### 2.2. Metabolites and Glucocorticoid Receptor Activity

Plasma FFA concentrations were determined using an enzyme-based colorimetric kit (HR Series NEFA-HR(2), Wako Chemicals GmbH, Neuss, Germany) on an automated clinical chemistry analyzer (ADVIA 1650, Siemens Healthcare Diagnostics, Fernwald, Germany). Vitamin E was analyzed on a HPLC with UV detection; sample preparation and analysis were performed using a commercial kit (Vitamins A and E in Serum/Plasma, 34000, Chromsystems, München, Germany) according to the manufacturer’s instructions. Plasma corticosterone was measured by radioimmune assay (Double Antibody Corticosterone ^125^I RIA Kit for Rats and Mice, 07120103, MP Biomedicals, Santa Ana, CA, USA; coefficients of variation according to manufacturer: intra-assay 4–10% for 56–370 ng/mL, inter-assay 6–7% for 119–469 ng/mL).

Quantification of triglycerides was done by homogenizing frozen liver pieces in 0.9% NaCl containing 1% Triton X-100 (10 µL/mg tissue) using a TissueLyser (Qiagen, Hilden, Germany). Debris was removed by centrifugation (10 min, 16,000 g, room temperature), and triglycerides in the supernatant were quantified on an automated clinical chemistry analyzer using an enzyme-based colorimetric kit (ADVIA Chemistry TRIG_2, Siemens Healthcare Diagnostics). Glucocorticoid receptor DNA binding activity was assessed with the TransAM GR DNA-binding ELISA (45496, Active Motif, Carlsbad, CA, USA) using nuclear extracts prepared from frozen liver tissue using the NE-PER™ Nuclear and Cytoplasmic Extraction Kit (78833, ThermoFisher, Waltham, MA, USA), in accordance with the manufacturers’ instructions.

### 2.3. RNA Isolation, Quantitative PCR and Transcriptome Analysis

RNA isolation, reverse transcription and quantitative real-time PCR were performed as previously described [22] using QuantiTect Primer Assays (Qiagen, Hilden, Germany). The mRNA content is given in arbitrary units. The non-normalized results shown throughout the manuscript were similar after normalization to β-actin mRNA (not shown).

Transcriptome analysis was done as in [29], with the following differences: we used Mouse Gene 2.1 ST arrays (Affymetrix, Santa Clara, CA, USA) and Expression Console software (v.1.4.1.46, Affymetrix). Array data have been submitted to the GEO database at NCBI (GSE110747).

### 2.4. Data Analysis

Statistical analysis was performed with JMP 13 (SAS Institute, Cary, NC, USA). Plasma analytes, glucocorticoid activity and weight were compared by Student’s *t*-tests. mRNA data were compared using the non-parametric Wilcoxon method as they did not fulfill the normality requirement. A *p*-value < 0.05 was considered significant and *p* < 0.1 was considered a trend. Data are shown as means ± standard deviation (SD). 

Microarray data were analyzed as described [29] with limma *t*-tests and a *p*-value < 0.05 as the cut-off. To reduce the background signal, data were filtered for average linear arbitrary expression >4 in at least one group. Transcripts with a limma *t*-test *p*-value < 0.05 and median fold change >|1.2| between exercised mice fed the control or the vitamin E diet were subjected to upstream regulator analysis using Ingenuity Pathway Analysis (Qiagen, Redwood City, CA, USA). The upstream regulator types drugs and chemicals were excluded. Open-source MultiExperiment Viewer software [30] was employed for heatmap generation, using autoscaled values. 

## 3. Results

### 3.1. Vitamin E Interferes with Exercise-Induced Increase in Plasma FFA and Expression of Key Metabolic Regulators in the Liver

Dietary supplementation of α-tocopherol resulted in an approximately two-fold increase in the concentration of plasma vitamin E that was not changed by the acute treadmill run (Figure 1A). Exercise caused a moderate increase in plasma FFA levels that was blunted by vitamin E supplementation (Figure 1B). Body weight was similar in all groups (Figure 1C). The O_2_ consumption (Figure 1D) and respiratory quotient (Figure 1E) of running mice were not affected by vitamin E intake, indicating a similar reliance on fatty acids as a metabolic fuel.

Exercise caused the upregulation of Ppargc1a Pdk4, Irs2, Angptl4, Slc22a5 and carnitine palmitoyltransferase 2 (Cpt2) (Figure 2A–F). 

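On Affymetrix arrays of livers from the same 4 groups, which give RMA log2 expression, Irs2, Pdk4 and Ppargc1a rose with exercise in control-fed mice. Irs2, an adaptor of the insulin receptor, was 5.76 ± 0.65 (SD, n = 10) in sedentary and 7.04 ± 0.70 (SD, n = 12) in exercised control-fed mice, a log2 fold change of 1.28 (standard error 0.25, adjusted p = 0.0037 from limma). Pdk4, a kinase that restrains pyruvate oxidation, was 4.51 ± 0.67 (SD, n = 10) in sedentary and 6.12 ± 1.10 (SD, n = 12) in exercised mice, a difference of 1.61 (adjusted p = 0.0345). The coactivator Ppargc1a went from 5.51 ± 0.39 (SD, n = 10) to 6.31 ± 0.57 (SD, n = 12), a difference of 0.81 (adjusted p = 0.0418). The carnitine transporter Slc22a5 differed by 0.50 (unadjusted p = 0.042, adjusted p = 0.513), Angptl4, an inhibitor of lipoprotein lipase, by 0.22 (unadjusted p = 0.104) and Cpt2, an enzyme of mitochondrial fatty acid import, by 0.13 (unadjusted p = 0.0601). Across the arrays, exercise raised 111 and lowered 15 of 18522 probe sets on the control diet, or 61 and 4 when only these 2 groups were fitted and 72 and 6 without the expression filter. Ddit4, a stress-induced inhibitor of mTORC1 signalling, changed most clearly, with a log2 fold change of 2.65 (standard error 0.25, adjusted p = 2.05e-09), and Osgin1, an oxidative stress-induced gene, was among the 15 that fell (log2 fold change -1.07, adjusted p = 0.00972). The array values are a separate measurement from the PCR values of Fig. 2.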

Vitamin E significantly reduced the upregulation of Ppargc1a, Pdk4, Irs2 and Cpt2 and tended to lower the mRNA levels of Angptl4 and Slc22a5 (Figure 2A–F).

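On the arrays, Cpt2 was lower in exercised vitamin E-supplemented mice than in exercised control mice before adjustment for the number of probe sets. It was 8.80 ± 0.14 (SD, n = 12) against 8.98 ± 0.19 (SD, n = 12), a log2 fold change of -0.18 (standard error 0.06, unadjusted p = 0.00643, adjusted p = 0.801 from limma), and all 12 supplemented mice lay below the mean of the control mice. Irs2 was 6.62 ± 0.48 (SD, n = 12) with vitamin E, a difference of -0.42 with an unadjusted limma p of 0.086. The Wilcoxon rank-sum test, which the paper used for its PCR data, gave p = 0.0284 for Irs2. Pdk4 differed by -0.50 (unadjusted p = 0.187), Ppargc1a by -0.18 (unadjusted p = 0.352), Slc22a5 by -0.43 (unadjusted p = 0.069) and Angptl4 by -0.19 (unadjusted p = 0.137). Exercised control mouse 6, at 7.968 for Pdk4 and 6.414 for Slc22a5, carried part of this, and without it they differed by -0.33 and -0.28. In vitamin E-supplemented mice the exercised group exceeded the sedentary group by 0.82 for Irs2 (unadjusted p = 0.00205), 1.20 for Pdk4 (unadjusted p = 0.00369) and 0.42 for Ppargc1a (unadjusted p = 0.0453). The interaction of diet and exercise, which tests whether the response to exercise differed between the diets, was -0.46 for Irs2 (unadjusted p = 0.203), -0.41 for Pdk4 (unadjusted p = 0.461), -0.39 for Ppargc1a (unadjusted p = 0.18), -0.60 for Slc22a5 (unadjusted p = 0.082), -0.15 for Cpt2 (unadjusted p = 0.126) and -0.08 for Angptl4 (unadjusted p = 0.671).

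**Figure D1:**
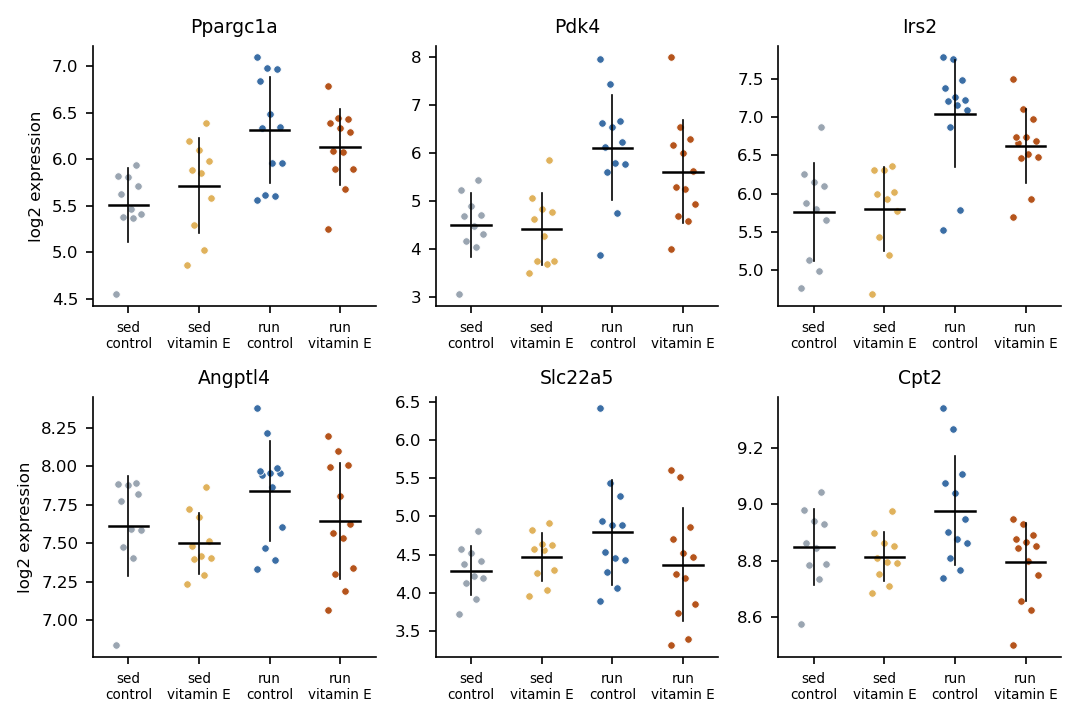
Log2 expression of the 6 transcripts of Fig. 2 on the arrays, with 1 point per mouse (10 sedentary and 12 exercised mice per diet); the black line is the mean and the bar the SD. Irs2 and Pdk4 lie higher in the exercised mice of both diets, with overlap between the 2 exercised groups.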

### 3.2. Corticosterone Levels and Glucocorticoid Signalling are not Affected by Vitamin E

The attenuated upregulation of the exercise-responsive transcripts Ppargc1a, Pdk4, Irs2, and Angptl4 might have been due to the previously reported interference of vitamin E with glucocorticoid levels and signalling. In our study, exercise caused a pronounced increase in circulating corticosterone levels (Figure 3A), a significant increase in glucocorticoid receptor DNA-binding activity (Figure 3B) and upregulation of the glucocorticoid receptor target gene serum/glucocorticoid regulated kinase 1 (Sgk1), in the liver (Figure 3C). However, there was no effect of vitamin E (Figure 3A–C).

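Sgk1, a kinase induced by glucocorticoids, rose with exercise on both diets in the array data. Its log2 expression was 3.32 ± 0.33 (SD, n = 10) in sedentary and 4.23 ± 0.51 (SD, n = 12) in exercised control-fed mice, and 3.07 ± 0.22 (SD, n = 10) and 4.17 ± 0.43 (SD, n = 12) in vitamin E-supplemented mice. The log2 fold change was 0.91 (standard error 0.17, adjusted p = 0.00178) on the control diet and 1.10 (standard error 0.17, adjusted p = 0.000207) on the vitamin E diet, with a difference between the diets of 0.19 (unadjusted p = 0.418). Of 15 measured glucocorticoid receptor targets from a list fixed in advance, 8 rose and none fell on the control diet (13 rose when adjusted over the list alone), and 5 rose and none fell on the vitamin E diet (11 rose when adjusted over the list alone). Dusp1, a phosphatase that inactivates MAP kinases, rose by 1.45 and 1.02, and Igfbp1, a binding protein for insulin-like growth factors, by 1.57 and 1.63 on the control and the vitamin E diet. As a list, the targets were higher after exercise on both diets in limma's camera test (median log2 fold change 0.59 and 0.50, adjusted p = 8.55e-28 and 3.36e-27), also with an estimated correlation (adjusted p = 4.4e-06 and 5.5e-06). Between the exercised groups their median difference was -0.07 (adjusted p = 0.147), and no target passed an adjusted or an unadjusted p of 0.05 in limma. The paper concludes from corticosterone, receptor binding and Sgk1 that the effects of vitamin E on hepatic transcription did not come from altered glucocorticoid signalling.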

### 3.3. Vitamin E Alters the Hepatic Transcriptional Response Related to Lipid and Cholesterol Synthesis and Inflammation

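Liver RNA of 44 male mice was hybridised to Affymetrix Mouse Gene 2.1 ST arrays, with 1 array per mouse. The mice had received a control diet with 149 IU/kg vitamin E or a diet with 2000 IU/kg vitamin E and 100 mg/kg vitamin C for 4 weeks. From each diet, 12 mice ran on a treadmill for 60 min at 13 m/min and an uphill slope of 14°, and 10 mice remained sedentary without food over the same time. The deposited values are log2 expression values that the authors had normalized across arrays by RMA, so that a difference of 1 between groups is a 2-fold change. Of the probe sets on the array, 18522 had a mean linear expression above 4 in at least 1 group and were tested. All 4 groups were fitted together in limma, and p-values were adjusted by the Benjamini-Hochberg method over the tested probe sets. The threshold given in the paper, an unadjusted p under 0.05 with a fold change of group medians above 1.2 in either direction, was applied as well. The number of mice limits the precision of each group mean.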

To gain a more detailed insight into how vitamin E alters the regulatory processes that normally take place in the liver in response to exercise, we next performed a global transcriptome analysis. 

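Vitamin E did not change any of the 18522 probe sets between exercised groups at an adjusted p under 0.05 in limma. At an unadjusted p under 0.05 there were 392 higher and 646 lower probe sets, 1038 in all, where 926.1 would be expected without any effect. With the fold change of medians above 1.2 as a second criterion, 604 probe sets remained, 207 higher and 397 lower with vitamin E. After quantile normalization of the deposited values the split was 272 higher and 311 lower. Rdh11, a retinol dehydrogenase under sterol control, was among the higher transcripts with 5.81 ± 0.50 against 5.20 ± 0.27 (SD, n = 12 each), a log2 fold change of 0.61 (standard error 0.17, unadjusted p = 0.000641, adjusted p = 0.748). Pdp2, the phosphatase that activates pyruvate dehydrogenase, was among the lower ones with 5.36 ± 0.38 against 5.90 ± 0.42 (SD, n = 12 each), a log2 fold change of -0.53 (unadjusted p = 0.00102, adjusted p = 0.748). In sedentary mice, where limma called 0 probe sets at an adjusted p under 0.05 and 883 at an unadjusted p under 0.05, the second criterion left 379 higher and 289 lower. When the 24 exercised mice were divided at random into groups of 12, 20 of 100 divisions, the real one included, gave at least 604 probe sets.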

A total of 445 transcripts were significantly different (*p* < 0.05, median fold change >|1.2|) between exercised vitamin E-supplemented and exercised control mice. 

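The phospholipid transfer protein Pltp, which moves phospholipids and tocopherol between lipoproteins, was higher with vitamin E in both states before adjustment. Its log2 expression was 6.502 ± 0.528 (SD, n = 10) in sedentary control, 7.06 ± 0.39 (SD, n = 10) in sedentary supplemented, 6.65 ± 0.53 (SD, n = 12) in exercised control and 7.16 ± 0.44 (SD, n = 12) in exercised supplemented mice. The fold change of medians was 1.58 in sedentary mice (unadjusted p = 0.0113) and 1.44 in exercised mice (unadjusted p = 0.0108), and the difference between the states was -0.04 on the log2 scale (standard error 0.28, unadjusted p = 0.875). After adjustment over all probe sets, p was 0.91 and 0.822. Of the 379 probe sets higher in sedentary mice, 3 were also among the 207 of exercised mice, with 4.24 expected by chance (hypergeometric p = 0.799), and Pltp was the only 1 of the 3 with a gene symbol.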

Among the 143 upregulated transcripts, only one, the phospholipid transfer protein (Pltp), was also upregulated by vitamin E in the sedentary state (median fold increase 1.58 in sedentary and 1.43 in exercised mice). Among the 302 downregulated transcripts, only two protein-coding genes showed consistent downregulation due to vitamin E supplementation in both sedentary and exercised mice: RNA specific adenosine deaminase (Adar) and the interleukin 21 receptor (Il21r). 

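Adar, an RNA-editing enzyme induced by interferon, had the smallest p of all probe sets between the exercised groups. Its log2 expression, low on these arrays, was 3.06 ± 0.18 (SD, n = 12) with vitamin E and 3.48 ± 0.23 (SD, n = 12) without, a log2 fold change of -0.42 (standard error 0.09, unadjusted p = 3.12e-05, adjusted p = 0.401 from limma). In sedentary mice it was 3.08 ± 0.19 against 3.35 ± 0.27 (SD, n = 10 each), a difference of -0.27 (unadjusted p = 0.0103). Il21r, a cytokine receptor of lymphocytes, was near the expression filter at 1.73 ± 0.42 with vitamin E and 2.08 ± 0.31 without in exercised mice (SD, n = 12 each; log2 fold change -0.34, unadjusted p = 0.0187). In sedentary mice Il21r differed by -0.29 (unadjusted p = 0.0647). Of the 397 lower probe sets of exercised mice, 7 were also among the 289 lower ones of sedentary mice, where 6.19 were expected by chance (hypergeometric p = 0.425), and 15 were among the higher ones. Across all 18522 probe sets, which are not independent of each other, the vitamin E effects in exercised and in sedentary mice had a Pearson correlation of -0.0154.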

Next, all 445 transcripts differentially expressed between exercised vitamin E-supplemented and exercised control mice were subjected to an upstream regulator analysis using Ingenuity Pathway Analysis. A total of 11 upstream regulators were predicted to be activated (*z*-score ≥ 2) and 20 to be inhibited (*z*-score ≤ −2) with a significant *p*-value of overlap (*p* < 0.05) (Table 1).

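Inflammatory gene lists fixed in advance were lower in exercised vitamin E-supplemented mice than in exercised control mice in limma's camera test with its preset correlation between genes. They stand for the inflammatory response that the paper predicts to be lower from these same arrays, so their direction is not independent evidence. The 33 measured interferon-stimulated genes had a median log2 fold change of -0.10, with 24 lower and 9 higher (adjusted p = 0.00238, adjusted p = 0.497 with an estimated correlation). In this list no gene passed an adjusted p of 0.05 over all genes, and Adar and Trim21 did when adjusted over the list alone. The paper already reports both as lower with vitamin E from these arrays, so their passing is not independent evidence. The 16 measured genes of the NF-kappaB and cytokine response had a median of -0.21 with 13 lower (adjusted p = 0.0214, adjusted p = 0.497 with an estimated correlation). All 19 acute-phase proteins, which hepatocytes secrete in response to cytokines, were lower, with a median of -0.19 (adjusted p = 2.3e-09, adjusted p = 0.357 with an estimated correlation). In neither of these 2 lists did a gene pass when adjusted over the list alone, and limma gave 1 and 5 lower genes at an unadjusted p under 0.05. The 12 TGF-beta targets had a median of -0.03 (adjusted p = 0.585). Compared as a mean value per mouse with a permutation test, none of these 4 lists differed between the exercised groups, the smallest p being 0.14 for acute-phase proteins. The medians depended on exercised control mice 3 and 6, since that of the interferon-stimulated list fell to -0.02 without mouse 6 (adjusted p = 0.384) and that of the NF-kappaB list to -0.08 without mouse 3 (adjusted p = 0.587), while without mouse 6 it stayed at -0.20 (adjusted p = 0.117).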

The upstream regulators predicted to be inhibited by vitamin E after the exercise bout comprised a number of well-known inflammatory players: toll like receptor 7 (TLR7) and the TLR adaptor protein, TICAM1; alpha, beta, and gamma interferons; transforming growth factor beta 1 (TGFB1) and the cytokines colony stimulating factor 2 (CSF2) and oncostatin (OSM), as well as the transcription factor cAMP responsive element binding protein 1 (CREB1) which may also be involved in immune function [31]. Next, we took a closer look at the individual transcripts predicted to be regulated by these inflammatory players according to Ingenuity Pathway Analysis. Several of these transcripts, such as growth differentiation factor 15 (Gdf15), prostaglandin synthase 1 (Ptgs1), and signal transducer and activator of transcription 5B (Stat5b), were increased in the livers of exercising control-fed mice, and this inflammatory response was attenuated by vitamin E supplementation (Figure 4A).

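Of the transcripts shown in Fig. 4A, 17 were analysed here, and all 17 had lower values in exercised vitamin E-supplemented than in exercised control mice. Their log2 fold changes lay between -0.54 and -0.22, 14 had an unadjusted p under 0.05 and 0 passed an adjusted p of 0.05 in limma. All 17 were also higher in exercised than in sedentary control mice, 7 of them at an unadjusted p under 0.05 and Csrnp1 and Cpeb2 at an adjusted p under 0.05. The paper chose the panel from these arrays, and both comparisons use the exercised control mice, so neither direction is independent evidence. Csrnp1, an immediate early transcription factor, was 3.00 ± 0.70 (SD, n = 10) in sedentary and 4.00 ± 0.30 (SD, n = 12) in exercised control mice (log2 fold change 1.00, adjusted p = 0.00826) and 3.62 ± 0.44 (SD, n = 12) in exercised supplemented mice. Its response to exercise differed between the diets by -1.03 (standard error 0.295, unadjusted p = 0.00113, adjusted p = 0.771), with a difference of 0.65 between the sedentary groups as part of it (unadjusted p = 0.00498). The interaction had an unadjusted p under 0.05 in 7 of the 17, and in 5 when adjusted over the panel alone, which is not independent evidence because the panel was chosen from these arrays. After exercise on the control diet, the acute-phase list had a median log2 fold change of 0.21 (camera adjusted p = 8.34e-06, adjusted p = 0.704 with an estimated correlation), the NF-kappaB and cytokine list 0.37 (adjusted p = 1.76e-05, adjusted p = 0.24 with an estimated correlation) and the interferon-stimulated list 0.02 (adjusted p = 0.913). As a mean per mouse the rise with exercise went from 0.36 to 0.0662 for the acute-phase and from 0.391 to 0.157 for the NF-kappaB list without exercised control mice 3 and 6. All 14 Kupffer cell and macrophage genes were also higher after exercise on the control diet, with a median of 0.33 (camera adjusted p = 0.0119, adjusted p = 0.71 with an estimated correlation; mean per mouse 0.325, and 0.14 without mice 3 and 6). On the vitamin E diet the median was 0.11 for the NF-kappaB (adjusted p = 0.00676, adjusted p = 0.475 with an estimated correlation), -0.15 for the interferon-stimulated (adjusted p = 0.000485, adjusted p = 0.497 with an estimated correlation), -0.03 for the acute-phase (adjusted p = 0.741) and -0.22 for the Kupffer cell and macrophage list (adjusted p = 0.0166, adjusted p = 0.68 with an estimated correlation). Sedentary vitamin E-supplemented mice 1 and 3 had high Kupffer list means of 6.124 and 5.786 (group mean 4.785). Exercised supplemented mouse 2 was also high at 5.889 (group mean 4.512). For the interferon-stimulated list, sedentary supplemented mouse 1 was at 5.162 against 4.576 ± 0.138 in the other mice of its group. The exercise response on this diet without these mice was not tested. Among all 397 probe sets lower with vitamin E, 87.9% were higher in exercised than in sedentary control mice, and among probe sets chosen the same way after shuffling the diets of the exercised mice the median share was 88.7%, since both comparisons use the same exercised control mice. Exercised control mice 3 and 6 carried acute-phase transcripts far above the other 10, with mean values over the 19 acute-phase genes of 11.2 and 10.8 against 9.23 ± 0.22 (SD, n = 10), and Saa3, an inducible serum amyloid, was 11.7 and 11.4 against 6.65 ± 0.49 (SD, n = 10). Without both, the median log2 fold change with vitamin E was -0.04 for acute-phase proteins, -0.02 for the NF-kappaB and cytokine response and -0.02 for interferon-stimulated genes (adjusted p = 0.21, 0.632 and 0.632). From these panels and the predicted regulators, the paper concludes that vitamin E attenuated the inflammatory response of the liver to exercise.

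**Figure D2:**
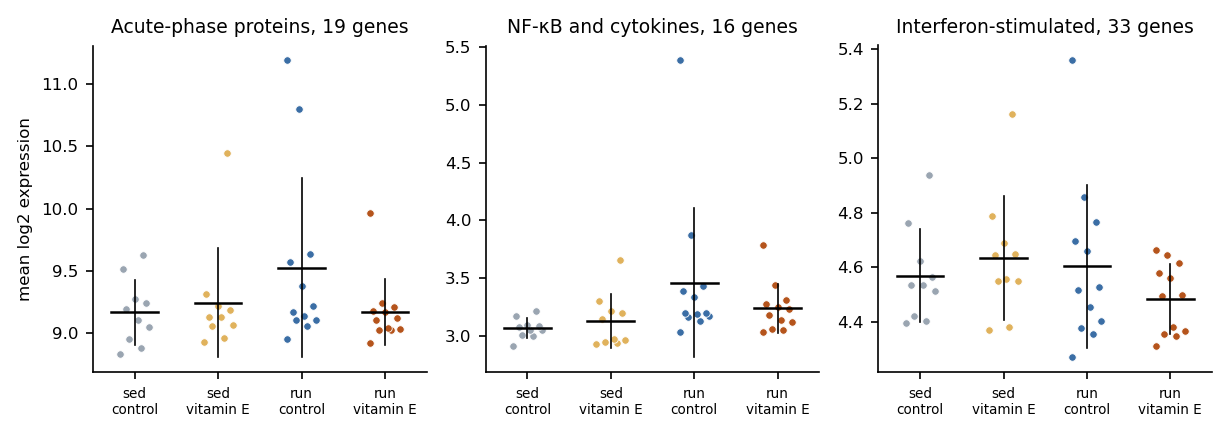
Mean log2 expression of the acute-phase, NF-kappaB and cytokine, and interferon-stimulated lists in each mouse of the 4 groups, with 1 point per mouse; the black line is the mean and the bar the SD. The highest points of the exercised control group in the acute-phase and NF-kappaB lists are mice 3 and 6, and in the interferon-stimulated list mouse 6, and 1 sedentary vitamin E-supplemented mouse also lies apart in the acute-phase list.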

Among the 11 transcriptional regulators predicted to be activated in the vitamin E group, we identified six as being involved in lipid synthesis and cholesterol metabolism: the nuclear receptor subfamily 1 receptors (Nr1h, also known as LXR), peroxisome proliferator activated receptor delta (PPARD), MLX interacting protein like (MLXIPL, also known as ChREBP), the sterol regulatory element binding transcription factors (SREBF) 1 and 2, and SCAP, a protein with a sterol sensing domain that activates SREBFs in the absence of cholesterol. Complementing these activated factors, INSIG, which acts antagonistically to SREBF1/2 and SCAP, was predicted to be inhibited (Table 1).

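Lists of sterol and fatty acid synthesis genes fixed in advance were higher in exercised vitamin E-supplemented mice than in exercised control mice in camera's test with a preset correlation. All 16 measured genes of cholesterol synthesis were higher, with a median log2 fold change of 0.32 (adjusted p = 3.89e-10, adjusted p = 0.183 with an estimated correlation); none passed an adjusted p of 0.05 over all genes or adjusted over the list alone, and 5 had an unadjusted p under 0.05 in limma. All 18 genes of fatty acid synthesis were higher, with a median of 0.26 (adjusted p = 1.7e-10, adjusted p = 0.16 with an estimated correlation), and 2 passed when adjusted over the list alone. These 2 were Acss2, which makes acetyl-CoA from acetate, with a log2 fold change of 0.62 (unadjusted p = 0.00184), and Acaca. The paper already marks both as different between the exercised groups of these arrays. The lists stand for processes that the paper drew from these same arrays, so their direction is not independent evidence. They share genes with the panel of Fig. 4B, among them Fdps and Dhcr7 for cholesterol and Acaca and Acly for fatty acid synthesis. Of 7 genes of SREBP-2-regulated sterol uptake and control, 5 were higher, with a median of 0.09 (adjusted p = 0.0599), and Rdh11 alone passed when adjusted over the list alone. The 11 LXR targets had a median of 0.07 (adjusted p = 0.289).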

The transcript levels of key enzymes involved in lipogenesis and cholesterol synthesis, such as Fasn, acetyl-CoA carboxylases alpha (Acaca) and beta (Acacb),ATP citrate lyase (Acly), 3-hydroxy-3-methylglutaryl-CoA reductase (Hmgcr) and farnesyl diphosphate synthase (Fdps), were expressed at similar or even lower levels in the livers of sedentary and of exercised control-fed mice (Figure 4B). In contrast, in the livers of exercised, vitamin E-supplemented mice, the amount of these transcripts was generally increased. None of these transcripts showed a significant difference between the sedentary groups. This apparent exercise-induced activation of lipogenic pathways in vitamin E-supplemented mice was not reflected by a different hepatic triglyceride content at the investigated timepoint—immediately after the exercise bout (Figure 4C).

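Of the transcripts shown in Fig. 4B, 17 were analysed here, and 15 of them had lower values in exercised than in sedentary control-fed mice. Their median log2 fold change was -0.17, 6 were lower at an unadjusted p under 0.05 and 0 passed an adjusted p of 0.05 in limma. The paper chose this panel from these same arrays, so the direction is not independent evidence. Acaca, the cytosolic acetyl-CoA carboxylase, was 6.59 ± 0.25 (SD, n = 10) in sedentary and 6.13 ± 0.45 (SD, n = 12) in exercised control mice, a log2 fold change of -0.46 (standard error 0.18, unadjusted p = 0.016). Acly, which makes cytosolic acetyl-CoA from citrate, was 7.76 ± 0.52 (SD, n = 10) and 7.59 ± 0.39 (SD, n = 12), a difference of -0.17 (unadjusted p = 0.45). The 18 genes of fatty acid synthesis as a list had a median of -0.12 (camera adjusted p = 0.00275, adjusted p = 0.71 with an estimated correlation), and the 16 of cholesterol synthesis -0.10 (adjusted p = 0.189). As a mean per mouse, the fall of the fatty acid synthesis list went from -0.166 to -0.0927 without exercised control mice 3 and 6.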

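In the exercised mice, all 17 measured transcripts of Fig. 4B had higher values with vitamin E, by 0.07 to 0.62 on the log2 scale. Of these, 10 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in limma. The paper marks 12 of the 17 as different between these same exercised groups, so the shared direction was largely set by the choice of panel. Fdps, the synthase of farnesyl diphosphate, was 9.55 ± 0.48 with vitamin E and 8.97 ± 0.64 without (SD, n = 12 each), a log2 fold change of 0.58 (standard error 0.22, unadjusted p = 0.0128, adjusted p = 0.822). Acly was 8.12 ± 0.69 (SD, n = 12) with vitamin E, a difference of 0.53 from exercised control mice (unadjusted p = 0.0167). Averaged over each mouse, the 16 cholesterol synthesis genes were 7.23 ± 0.44 with vitamin E and 6.91 ± 0.40 without (SD, n = 12 each; permutation p = 0.0762), and the 18 fatty acid synthesis genes 8.21 ± 0.39 and 7.91 ± 0.26 (SD, n = 12 each; permutation p = 0.0374, p = 0.33 after adjustment over the 31 lists tested). Without exercised control mice 3 and 6 the differences were 0.30 and 0.23 (permutation p = 0.0653 and 0.112). Within vitamin E-supplemented mice, 14 of the 17 transcripts were higher after exercise than in the sedentary state, 3 of them at an unadjusted p under 0.05, and the interaction had its smallest p for Dhcr7, the last enzyme of cholesterol synthesis (0.43, unadjusted p = 0.0355). From these transcripts the paper concludes that vitamin E shifted the lipid synthesis response towards an activation.

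**Figure D3:**
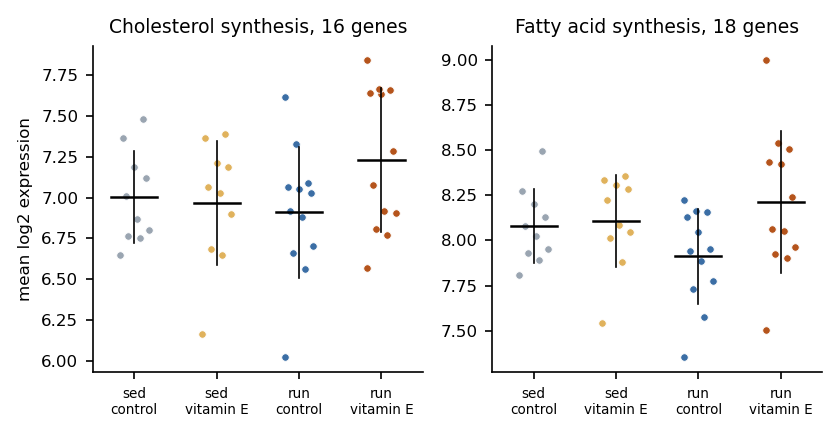
Mean log2 expression of the cholesterol synthesis and fatty acid synthesis lists in each mouse of the 4 groups, with 1 point per mouse; the black line is the mean and the bar the SD. The highest mice are in the exercised vitamin E group, and the values of the groups overlap.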

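Between the sedentary groups, 0 of the 17 measured transcripts of Fig. 4B had an unadjusted p under 0.05 in limma. The differences with vitamin E lay between -0.25 for Aacs, which activates acetoacetate for lipid synthesis, and 0.17 for Acss2. The cholesterol synthesis genes had a median difference of -0.04 and the fatty acid synthesis genes one of 0.02 (camera adjusted p = 0.779 and 0.864). The vitamin E effect in exercised mice exceeded that in sedentary mice by a median of 0.39 for cholesterol synthesis and 0.25 for fatty acid synthesis (adjusted p = 4.82e-06 for both, adjusted p = 0.607 for both with an estimated correlation).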

## 4. Discussion

The results of our study show that vitamin E (α-tocopherol) supplementation can impair the acute adaptation of the liver to physical exercise. The hepatic exercise response is characterized by an increase in glucose production and fatty acid oxidation [3] and by an activation of inflammatory and stress signalling pathways [19,20]. We have previously reported that the liver responds to exercise with an increased transcription of key regulators of mitochondrial biogenesis and glucose and lipid metabolism [21]. In the long run, these acute responses are supposed to translate into decreased lipogenesis and increased lipid oxidation, which both contribute to the reduction of hepatic fat content [3]. The results of our global transcriptome analysis and targeted mRNA quantification indicate that vitamin E supplementation interferes with the acute metabolic and inflammatory responses of the liver. At the same time, vitamin E counteracted the moderate increase in circulating FFA that is normally seen shortly after an endurance activity of this type in mice [21] and humans [32].

An Ingenuity Pathway Analysis comparing exercised mice with and without vitamin E supplementation predicted the activation of 11 upstream regulators, while 20 were inhibited. Out of the 11 activated factors, six were transcriptional regulators of lipid and cholesterol synthesis, such as SREBP, SCAP, and ChREBP. In contrast, INSIG, a negative regulator of SREBP and SCAP, was predicted to be inhibited. When looking at individual transcripts that are under the control of these regulators, we found the rate-limiting enzymes in fatty acid synthesis to be significantly higher in exercised, vitamin E-fed mice than in exercised control mice, for example, the levels of Fdps and of Acaca and Acacb. 

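Fasn, the fatty acid synthase, was 8.28 ± 0.64 (SD, n = 10) in sedentary and 7.49 ± 1.03 (SD, n = 12) in exercised control-fed mice on the log2 scale, a difference of -0.80 (standard error 0.38, unadjusted p = 0.0399, adjusted p = 0.508 from limma). Exercised control mouse 6 had the value 5.34, against 7.68 ± 0.85 (SD, n = 10) in the exercised control mice other than 3 and 6. On the vitamin E diet it was 8.24 ± 0.54 (SD, n = 10) and 8.08 ± 1.15 (SD, n = 12), a difference of -0.16 (unadjusted p = 0.67), and the interaction of diet and exercise was 0.64 (unadjusted p = 0.238). Acacb, the mitochondrial acetyl-CoA carboxylase, was 5.17 ± 0.39 (SD, n = 10) and 5.13 ± 0.40 (SD, n = 12) on the control diet, a difference of -0.03 (unadjusted p = 0.869). Between the exercised groups Acacb was 0.34 higher with vitamin E (unadjusted p = 0.096) and Acaca 0.51 higher (unadjusted p = 0.0061, adjusted p = 0.801). Fdps differed by 0.49 between exercised and sedentary vitamin E-supplemented mice (unadjusted p = 0.0407), by -0.17 on the control diet (unadjusted p = 0.465), and its interaction was 0.67 (standard error 0.33, unadjusted p = 0.0504).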

Acacb and the fatty acid synthase, Fasn, were downregulated by exercise under control diet conditions, and this downregulation was abrogated with vitamin E. In contrast, vitamin E supplementation caused transcripts such as Fdps and Hmgcr, which are key enzymes in cholesterol biosynthesis, to be upregulated by exercise. Thus, vitamin E supplementation shifted the overall lipid and cholesterol synthesis-related transcriptional response towards an activation that is normally not seen after physical activity.

Since the upstream regulators SREBP, LXR and ChREBP are normally inhibited in catabolic conditions by fatty acids [33], the different transcriptional profiles could, at least in part, be related to the attenuated exercise-induced increase in FFA levels in vitamin E-fed mice. These lower FFA concentrations could be caused by a reduced rate of lipolysis or by an increased uptake and utilization. We did not detect differences in whole-body oxygen consumption, a measure of energy expenditure, or in the respiratory quotient, which reflects the percentage of fat oxidized. Therefore, the lower plasma FFA concentrations were likely not caused by major differences in the utilization of energy sources. FFA taken up by the liver could also be re-esterified into triglycerides. While we did not find liver triglyceride levels to be different, the increased abundance of Pltp mRNA in sedentary and exercised vitamin-E fed mice may be of interest in this context; Pltp is a vitamin E transfer protein and is also important for the lipidation and hepatic secretion of VLDL [34]. Thus, the vitamin E-supplemented mice may not have accumulated hepatic triglycerides due to increased VLDL release.

Alternatively, vitamin E could have reduced adipose tissue lipolysis through its previously reported interference with the glucocorticoid response [13,14,15], as glucocorticoids stimulate lipolysis [35]. Glucocorticoid receptor signal transduction has also been implicated in the gene expression of Irs2 and Pdk4 [27], Angptl4 [26], and Ppargc1a [25]. However, we could not find evidence for an altered glucocorticoid response as corticosterone levels and signalling increased to a similar extent in both groups of exercised mice. Catecholamine-triggered cAMP-dependent pathways are important activators of lipolysis as well as regulators of Irs2 [36] and Ppargc1a [37] transcription. A potential suppressive effect of vitamin E on cAMP signalling was suggested by the predicted inhibition of the upstream regulator CREB. 

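Transcripts induced by cAMP and fasting rose with exercise on both diets. Of 17 measured genes of a cAMP/CREB and fasting-responsive list fixed in advance, 8 rose and none fell on the control diet (13 rose when adjusted over the list alone), and 4 rose and none fell on the vitamin E diet (9 when adjusted over the list alone). As written, this list shares Per1, Pck1, Igfbp1 and Tat with the glucocorticoid receptor targets, so the rises of both lists are not independent of each other. Sik1, a kinase that restrains CREB coactivators, rose by 1.47 (standard error 0.26, adjusted p = 0.00106 from limma) on the control and by 1.54 (adjusted p = 0.000822) on the vitamin E diet, and Ppp1r3g, a glycogen-targeting subunit of protein phosphatase 1, by 1.31 and 1.36 (adjusted p = 0.00329 and 0.00336). The nuclear receptor Nr4a1 differed by 2.24 on the control diet (adjusted p = 0.00285) and 1.60 on the vitamin E diet (unadjusted p = 0.000538). Between the exercised groups 14 of the 17 genes were lower with vitamin E, with a median log2 fold change of -0.09 (camera adjusted p = 0.125), and none had an unadjusted p under 0.05 in limma. The response to exercise differed between the diets by a median of -0.06 (adjusted p = 0.479).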

We did not, however, attempt to quantify catecholamines, which increase rapidly in mice during procedures such as immobilization and anaesthesia.

The list of inhibited regulators further encompassed several inflammatory players, namely, TLR7, TGFB1, and the cytokines IFNB1, IFNG, CSF2 and OSM. Transcripts that were upregulated by exercise only in the absence of vitamin E included the TGFB family member and pleiotropic cytokine Gdf15, the cytokine signal transducer Stat5b, and enzymes involved in the synthesis of inflammation-related molecules, such as prostaglandin synthase (Ptgs1), arachidonate 5-lipoxygenase activating protein (Alox5ap) and ceramide synthase 6 (Cers6).

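Cers6, a ceramide synthase, was 4.99 ± 0.37 (SD, n = 10) in sedentary and 5.64 ± 0.46 (SD, n = 12) in exercised control mice, a log2 fold change of 0.65 (standard error 0.18, unadjusted p = 0.000649, adjusted p = 0.0806 from limma). In vitamin E-supplemented mice it was 5.23 ± 0.48 (SD, n = 10) and 5.11 ± 0.35 (SD, n = 12), and the exercise effects of the diets differed by -0.77 (standard error 0.25, unadjusted p = 0.00361, adjusted p = 0.771). Stat5b, a transcription factor of cytokine and growth hormone receptors, differed by 0.29 on the control diet (unadjusted p = 0.0106) and by -0.08 on the vitamin E diet (unadjusted p = 0.46), with an interaction of -0.38 (unadjusted p = 0.02, adjusted p = 0.9). Alox5ap, which presents arachidonic acid to 5-lipoxygenase, differed by 0.31 on the control diet (unadjusted p = 0.158) and by -0.09 on the vitamin E diet (unadjusted p = 0.662), with an interaction of -0.40 (unadjusted p = 0.192). When the interaction p-values were adjusted over the 44 measured genes that the paper names, which were chosen by the paper from these livers, Cers6, Csrnp1, Trim21 and Zbtb43 passed. Gdf15 and Ptgs1 were not analysed here.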

The detailed mechanism by which vitamin E altered the inflammatory response to exercise is unclear. Vitamin E is known to decrease pro-inflammatory cytokines such as interleukin 6 (IL-6) [38], which is known to acutely increase during physical exercise [39]. We did not assess IL-6 levels in this study, but we have previously found mice lacking IL-6 to respond to physical activity with similar increases in circulating FFA and in hepatic Ppargc1a and Irs2 transcription [40], which argues against a major role for circulating IL-6 in mediating the vitamin E effects of exercise. However, cytokines other than IL-6 may also play a role and be confined to a local response, and as vitamin E also interferes with monocyte adhesion, it could affect the inflammatory response independent of differences in cytokine levels [38].

An interesting question is whether the acute effects observed in this study translate to altered or impaired adaptation of the liver when physical exercise training is accompanied by high vitamin E intake, in particular as a means to improve insulin sensitivity and NAFLD. We are only aware of one study that has investigated the effects of training combined with a vitamin E-only supplementation on the liver. This study, performed in rats, found that vitamin E counteracted swim training-induced increases in Ppargc1a protein and mitochondrial content [41], indicating that at least some of the acute effects reported here can culminate in long-term impairments of the hepatic adaptation to exercise.

Vitamin E appeared to affect glucose and lipid metabolism-related transcription in a concerted fashion. Firstly, it counteracted the induction of factors involved in mitochondrial biogenesis (Ppargc1a), insulin signalling (Irs2), fatty acid oxidation (Cpt2), and metabolite fuel selection (Pdk4). Secondly, transcripts involved in lipid and cholesterol synthesis were increased in the condition involving exercise plus vitamin E, which is in contrast to the reduction in lipogenic enzymes in the liver observed in the exercised control mice and in previously published studies [22,42]. Thus, vitamin E could interfere with both mechanisms that mediate the reduction of liver fat following regular physical activity, with the downregulation of lipogenic enzymes and with the upregulation of enzymes involved in fatty acid oxidation.

According to the hormesis theory [7], acute, tolerable stress can be viewed as adjuvant stimulus that triggers beneficial long-term effects. The predominant part of exercise-related research published so far has dealt with skeletal muscle. Here, it is already known that besides redox signalling, a proper local inflammatory response is required for functional adaptation to exercise [43]. In this context, it is worth looking at how physical exercise modulates immune function on the systemic level: Acutely, exercise elicits an intensity-dependent cytokine response [39]. Regular training, in contrast, reduces systemic low-grade inflammation [44,45] and hepatic inflammation associated with NAFLD and obesity [46] and alters the immune state of the liver, making it less susceptible to acute TNF-mediated injury [47]. If, in analogy to the muscle, the acute inflammatory response of the liver contributes to a beneficial adaptation process, one might speculate that the interference of vitamin E with this response is not desirable.

Studies testing vitamin E supplementation for the treatment of NAFLD have not reached a clear conclusion regarding its efficacy and safety, and there is even debate over whether it may increase all-cause mortality at high doses [48]. One reason for the equivocal results of in vivo vitamin E studies might be the fact that it has different modes of action that are still not completely understood [49]. 

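Limma called 0 of 18522 probe sets for an interaction of diet and exercise at an adjusted p under 0.05, with a smallest adjusted p of 0.771, and 1016 at an unadjusted p under 0.05. Exercise itself raised 37 and lowered 6 probe sets on the vitamin E diet at an adjusted p under 0.05. The immediate early genes Dusp1, Btg2 and Zfp36 were among 29 that rose on both diets, where 0.222 would be shared by chance (hypergeometric p = 2.44e-59). Of the 111 probe sets that rose on the control diet, 103 were also higher after exercise on the vitamin E diet, 77 of them at an unadjusted p under 0.05, and their median log2 fold change was 0.69 on the control and 0.42 on the vitamin E diet. Of the 15 that fell on the control diet, 11 were lower on the vitamin E diet, 4 of them at an unadjusted p under 0.05, with medians of -0.49 and -0.11. The interaction, adjusted over each of these sets alone, passed in 8 of the 111 and in 8 of the 15. Chosen the other way, the 37 that rose on the vitamin E diet were all higher on the control diet, 35 at an unadjusted p under 0.05, with medians of 0.88 on the vitamin E and 0.79 on the control diet, and the interaction passed in none of them when adjusted over the set; of the 6 that fell, 5 were lower on the control diet, with medians of -1.09 and -0.36, and it passed in 2. Transcripts chosen on a diet tend to show a larger change on that diet by chance alone. Gadd45g, a growth arrest gene, rose by 2.26 on the control diet (adjusted p = 4.46e-06) and differed by 1.08 on the vitamin E diet (unadjusted p = 0.000647), with an interaction of -1.18 (standard error 0.415, unadjusted p = 0.00704, adjusted p = 0.812) and a difference of 1.08 between the sedentary groups (unadjusted p = 0.00106).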

Our data suggest that some effects of vitamin E might only come into play during physical exercise or similar metabolic challenges.

## 5. Conclusions

Vitamin E affected the acute response of the liver to physical exercise in a concerted fashion that was potentially related to lower levels of circulating FFA. The differences in FFA concentrations and in hepatic transcription were not caused by the previously-reported inhibition of glucocorticoid signalling by vitamin E. By dampening the inflammatory and altering the metabolic response, increased vitamin E intake could interfere with the beneficial adaptations that normally occur in the liver as a result of physical exercise training.

## Figures and Tables

**Figure 1:**
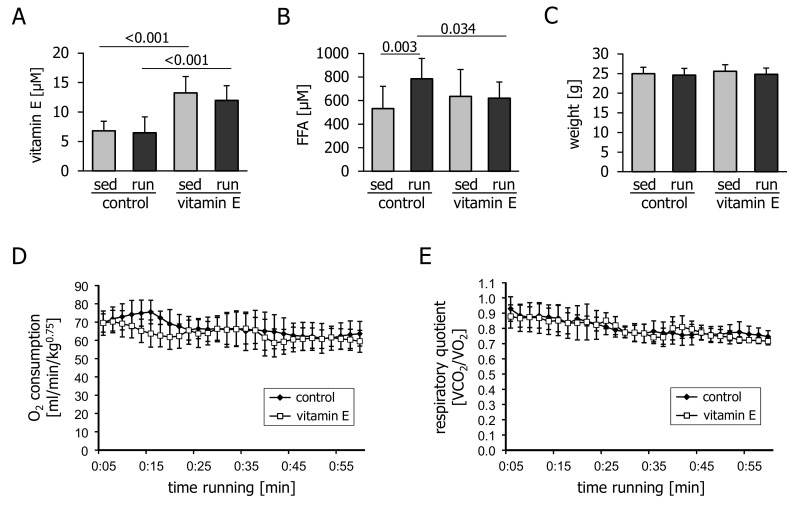
Plasma levels of (**A**) vitamin E and (**B**) circulating free fatty acids (FFA) in mice immediately after 1 h of treadmill running (run) or remaining sedentary (sed) and fasting for the same period of time. Prior to the experiment, mice had been fed a control or a vitamin E-enriched diet for four weeks. (**C**) Body weight, measured before the exercise bout; (**D**) O_2_ consumption and (**E**) respiratory quotient measured during the treadmill run. Values are means ± standard deviation from *n* = 10 (sedentary groups) or *n* = 12 (exercised groups) animals (**A**–**C**) or from *n* = 6 mice (**D**,**E**).

**Figure 2:**
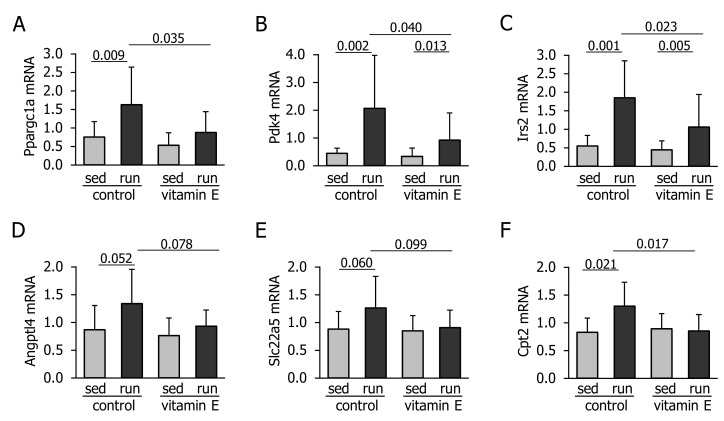
Liver mRNA levels of (**A**) peroxisome proliferative activated receptor gamma coactivator 1 alpha (Ppargc1a), (**B**) pyruvate dehydrogenase kinase 4 (Pdk4), (**C**) insulin receptor substrate 2 (Irs2), (**D**) angiopoietin like 4 (Angptl4), (**E**) solute carrier family 22 member 5 (Slc22a5), and (**F**) carnitine palmitoyltransferase 2 (Cpt2) in mice immediately after 1 h of treadmill running (run) or remaining sedentary (sed) and fasting for the same period of time. Prior to the experiment, mice had been fed a control or a vitamin E-enriched diet for four weeks. Values are means ± standard deviation from *n* = 10 (sedentary groups) or *n* = 12 (exercised groups) animals in arbitrary units.

**Figure 3:**
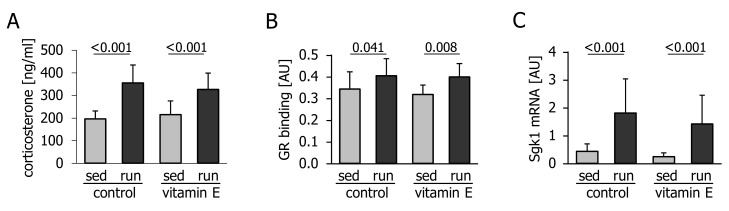
(**A**) Plasma corticosterone levels, (**B**) glucocorticoid receptor (GR) DNA-binding activity, and (**C**) amount of liver serum/glucocorticoid regulated kinase 1 (Sgk1) mRNA in mice immediately after 1 h of treadmill running (run) or remaining sedentary (sed) and fasting for the same period of time. Prior to the experiment, mice had been fed a control or a vitamin E-enriched diet for four weeks. Values are means ± standard deviation from *n* = 10 (sedentary groups) or *n* = 12 (exercise groups) animals. AU, arbitrary units.

**Figure 4:**
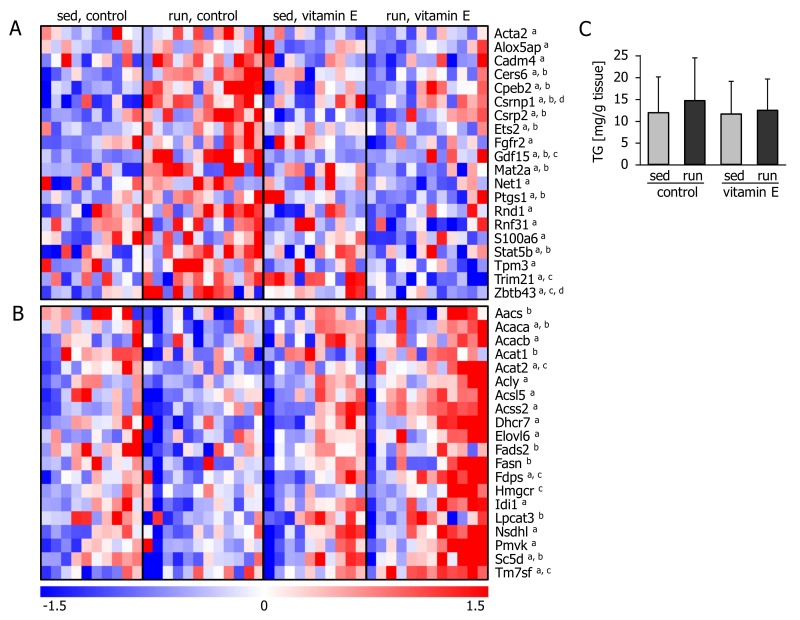
Liver transcripts associated with upstream regulators of (**A**) inflammation and (**B**) lipid and cholesterol synthesis. Each column represents one animal. Superscript letters denote significant differences (*p* < 0.05) between ^a^ exercised mice fed the control or the vitamin E-enriched diet, ^b^ sedentary and exercised control mice, ^c^ sedentary and exercised vitamin E-supplemented mice, and ^d^ sedentary mice fed a control or vitamin E-enriched diet. (**C**) Liver triglycerides (TG) of mice immediately after 1 h of treadmill running (run) or remaining sedentary (sed) and fasting for the same period of time. Prior to the experiment, mice had been fed a control or a vitamin E-enriched diet for four weeks. Values are means ± standard deviation from *n* = 10 (sedentary groups) or *n* = 12 (exercise groups) animals.

**Table 1:** Ingenuity upstream regulator analysis of the 445 transcripts that were significantly different between exercised mice fed a control or a vitamin E-enriched diet (limma *t*-test *p* < 0.05 and median fold change >|1.2|). All regulators with *z*-score ≥|2.0| (i.e., predicted to be activated or inhibited) and with a *p*-value of overlap <0.05 are shown (drugs and chemical upstream regulators were excluded).

Upstream Regulator	Molecule Type	Activation *z*-Score	*p*-Value of Overlap	Predicted State
SCAP	Other	3.58	<0.001	Activated
SREBF2	Transcription regulator	3.27	<0.001	Activated
SREBF1	Transcription regulator	2.71	<0.001	Activated
TSC2	Other	2.45	0.004	Activated
Nr1h (LXR)	Group	2.40	0.016	Activated
PPARD	Ligand-dependent nuclear receptor	2.23	0.006	Activated
MLXIPL (ChREBP)	Transcription regulator	2.22	<0.001	Activated
miR-145-5p ^1^	Mature microRNA	2.20	<0.001	Activated
FAS	Transmembrane receptor	2.18	0.004	Activated
INHA	Growth factor	2.00	0.049	Activated
ATP7B	Transporter	2.00	0.002	Activated
TLR7	Transmembrane receptor	−2.62	0.004	Inhibited
Interferon alpha	Group	−2.61	0.031	Inhibited
TGFB1	Growth factor	−2.59	0.002	Inhibited
TICAM1	Other	−2.43	0.011	Inhibited
SP1	Transcription regulator	−2.43	0.033	Inhibited
APP	Other	−2.40	0.024	Inhibited
IFNB1	Cytokine	−2.40	0.013	Inhibited
INSIG1	Other	−2.39	<0.001	Inhibited
SRF	Transcription regulator	−2.37	0.002	Inhibited
Vegf	Group	−2.36	0.035	Inhibited
POR	Enzyme	−2.35	<0.001	Inhibited
MAP4K4	Kinase	−2.24	0.005	Inhibited
Ifn	Group	−2.20	0.021	Inhibited
CREB1	Transcription regulator	−2.17	0.008	Inhibited
TGM2	Enzyme	−2.16	<0.001	Inhibited
IFNG	Cytokine	−2.15	<0.001	Inhibited
MGEA5	Enzyme	−2.11	0.025	Inhibited
CSF2 (GM-CSF)	Cytokine	−2.07	0.018	Inhibited
OSM	Cytokine	−2.04	0.025	Inhibited
SAMSN1	Other	−2.00	0.032	Inhibited

Common alternative symbols are given in brackets. ^1^ And other miRNAs with the seed UCCAGUU.

How the deposited data were processed for this re-analysis (not part of the article)

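Liver transcripts were measured in 44 male C57BL/6N mice, 10 sedentary and 12 exercised mice on the control diet and 10 sedentary and 12 exercised mice on the vitamin E-enriched diet, with 1 Affymetrix Mouse Gene 2.1 ST array per mouse. The authors had processed the arrays together by RMA in Expression Console, and the deposited values are log2 expression values. All 44 arrays and all probe sets were read as deposited, and nothing was normalized again for the reported values. The median of an array lay between 1.53 and 1.669, and the number of arrays limits the precision of each group mean.

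Gene symbols came from the probe annotation of the array, and the mouse annotation of GRCm38.p6 was used to check names and gene types only. A symbol was given for 25335 probe sets, of which 1814 named several genes and 23521 exactly 1, and 16010 had no symbol. Probe sets with a mean linear expression above 4 in at least 1 group were kept, as in the paper's methods, which left 18522 probe sets, 11565 of them with 1 symbol, for 10921 genes.

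The 4 groups were fitted together with limma 3.58.1 in R 4.3.3, with 1 coefficient per group and moderated two-sided t tests. Vitamin E was compared with control diet in exercised and in sedentary mice, exercise with the sedentary state on each diet, and the interaction tested the difference between these effects. A probe set was called at a p under 0.05 after Benjamini-Hochberg adjustment over all kept probe sets. The threshold of the paper, an unadjusted p under 0.05 and a median fold change above 1.2 in either direction, was applied beside it. Tested on simulated data with 200 changed probe sets and the spread of the real arrays, the procedure found 53% of changes of 0.5 and 85% of changes of 1 on the log2 scale between the exercised groups.

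Genes were named in the text by a rule set before the data were examined: the genes that the paper names, whose values in the paper count as seen; the 10 probe sets per direction and comparison with 1 symbol and the largest change among the called ones, or the smallest p where fewer than 5 were called; and up to 4 members per gene list. Gene lists, the process lists among them standing for processes that the paper discusses, were also written beforehand. Of these, 31 had enough measured genes, and the B cell, erythroid and pancreatic acinar lists were not tested. Lists were tested with limma's camera with the preset correlation of 0.01 between genes, with camera and an estimated correlation, and with fry. After the data were examined, the mean value of each list per mouse was added and compared between groups by 100000 permutations of the mice. Adjustment covered the 31 lists of a comparison.

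The alternatives chosen before the data were examined were fits of only the compared groups, no filter or a stricter one (mean log2 value above 5 in at least 1 group), quantile normalization or median centring of the arrays, eBayes with trend and robust settings, array weights, the number series of the animals as a block or each series alone, the replicate number as a block, only probe sets with 1 symbol, a fold change of means or no fold change limit, the mean of all probe sets of a gene, and the Wilcoxon rank-sum test for the genes of Fig. 2 and Sgk1. Leaving out exercised control mice 3 and 6, singly and together, and a score of circadian clock genes as a covariate were added after the data were examined. To judge chance, mice were divided at random 100 times into groups of the same sizes. The upstream regulator analysis of the paper was not repeated, and Gdf15, Idi1, Ptgs1, Mat2a and Acat2 were not analysed here. Figures were drawn with Python 3.11.15.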

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

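All lists, comparisons and the rule for naming genes were set before the data were examined; the fits with the number series were also set before, while the test of the number series as a cause of the lipid lists, the clock score, leaving out mice 3 and 6 and the permutation of mean list values were chosen after results had been seen.

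In groups of 10 mice, 82 sets of values were examined for a mouse far from the others, and 10 had a gap to the nearest mouse above the 95% limit of Dixon's ratio, where chance gives about 1 in 20, or 4.1. Sedentary vitamin E-supplemented mouse 1 accounted for 4 of them, with the highest values of acute-phase proteins (ratio 0.743; 10.45 against 9.111 ± 0.124 in the other 9), neutrophil genes (ratio 0.674; 4.468 against 1.63 ± 0.311), the NF-kappaB and cytokine response (ratio 0.495; 3.661 against 3.071 ± 0.144) and interferon-stimulated genes (ratio 0.469; 5.162 against 4.576 ± 0.138). Sedentary vitamin E-supplemented mouse 7 was highest for hepatocyte genes (ratio 0.5). In the sedentary control group, mouse 8 stood apart for smooth muscle genes (ratio 0.58), mouse 4 for T and NK cell genes (ratio 0.52), mouse 2 for adipocyte genes (ratio 0.55) and mouse 7 for low Ppargc1a (ratio 0.593; 4.545 against 5.613 ± 0.216) and low Angptl4 (ratio 0.538; 6.836 against 7.7 ± 0.188).

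The response to exercise differed between the diets for 4 of the 44 measured genes that the paper names, when the interaction was adjusted over these 44. Csrnp1 differed by -1.03 (adjusted over the 44, p = 0.0286), Trim21 by -0.8348 (p = 0.0286), Cers6 by -0.7707 (p = 0.0415) and Zbtb43 by -0.4581 (p = 0.0415). These genes were chosen by the paper from the same livers, and over all probe sets their adjusted p was 0.771. At an unadjusted p under 0.05 limma gave 10 of the 44.

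In camera's test with the preset correlation, the diets also differed in the exercise response of 7 lists. The median difference was 0.388 for cholesterol synthesis and 0.252 for fatty acid synthesis, -0.225 for acute-phase proteins, -0.172 for interferon-stimulated genes (adjusted p = 0.021), -0.195 for SRF and actin cytoskeleton genes (adjusted p = 0.0146), -0.165 for immediate early genes (adjusted p = 0.0404) and -0.602 for Kupffer cell and macrophage genes (adjusted p = 1.76e-05). With an estimated correlation none of the 7 passed, and their adjusted p was 0.607 or 0.747. For the Kupffer list, sedentary vitamin E-supplemented mice 1 and 3 were the highest of their group. Without both, the difference of means between the sedentary groups went from 0.462 to 0.17. The interaction without them was not tested.

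The paper reports no genome-wide counts for exercise. On the control diet 126 probe sets changed, where the highest of the other divisions of the control-fed mice gave 2, and on the vitamin E diet 43 changed, where the highest gave 1. The real division alone reached these counts among 100 divisions on each diet (1 and 1), so chance can be excluded for exercise. Between the 2 number series of the animals, 334 probe sets differed at an adjusted p under 0.05, 211 of them higher in the series starting with 27. Each group holds mice of both series.

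Chance could not be excluded for the counts with vitamin E at the paper's threshold. Between exercised groups the real count was 604 and the highest of the other divisions 764, with 20 of 100 at least as large. Between sedentary groups the real count was 668 and the highest 907, with 29 of 100 at least as large. The interaction gave 1016 probe sets at an unadjusted p under 0.05, with a highest of 1813 and 31 of 100 at least as large.

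Transcripts lower with vitamin E after exercise had mostly risen with exercise on the control diet, in 87.9% of 397 probe sets. Both comparisons use the same exercised control mice, and the share could come from that alone, since shuffled diets gave a median of 88.7% and 62 of 100 were as high. When 6 exercised control mice chose the lower probe sets and the other 6 measured the rise, the share fell from 95.9% to a median of 59% (46 to 66.5%), against 53.5% for all probe sets. The bound of 5 points set beforehand was narrowly exceeded, and 56 of 100 divisions exceeded it, so the shared arrays and a smaller true attenuation by vitamin E cannot be told apart. Leaving out exercised control mice 3 and 6 kept 272 of the 397, while the other pairs of exercised control mice kept a median of 293 (267 to 323). Only 3 of 66 pairs, this pair included, kept as few, so these 2 mice may add to the pattern. Other pairs lost nearly as many, and this count covers the lower probe sets, not their rise with exercise.

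Inflammatory lists were lower with vitamin E in exercised mice with camera's preset correlation, but not called with an estimated one (adjusted p = 0.357 for acute-phase proteins and 0.497 for the NF-kappaB and the interferon-stimulated lists). Without exercised control mice 3 and 6, the difference of the mean list values went from -0.357 to -0.0627 for acute-phase proteins and from -0.218 to 0.0157 for the NF-kappaB and cytokine response, so these 2 mice may carry the pattern. Whether they had an inflammation unrelated to the run or a strong response to it that vitamin E would have prevented was not tested. Neutrophil genes were also high in both (4.983 and 5.432 against 1.678 ± 0.355 in the other 10). Among vitamin E-supplemented mice, sedentary mouse 1 had means of 10.45 for acute-phase and 4.468 for neutrophil genes. Exercised mouse 2 had 9.965 and 3.323, the highest of its group for both lists. For fewer Kupffer cells and macrophages as the cause, the difference of their list was -0.136 (permutation p = 0.525) in all mice and 0.0492 (permutation p = 0.844) without mice 3 and 6, which leaves it open.

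Lipid synthesis lists were higher with vitamin E in exercised mice with camera's preset correlation, but not called with an estimated one (adjusted p = 0.183 for cholesterol and 0.16 for fatty acid synthesis). Both exercised groups hold 6 mice of each number series, so by design an additive difference between the series cannot produce a difference of the group means, and the comparison within the series adds no test of it; the differences in the 24 and 27 series were 0.171 and 0.471 for cholesterol and 0.283 and 0.319 for fatty acid synthesis. The tables argue against the clock phase, since 0.311 and 0.29 remained with the clock score as a covariate. Without exercised control mice 3 and 6 it was 0.302 and 0.228, which keeps 94.2% and 75.6% of its size, but for cholesterol synthesis mouse 3 was the highest (7.615) and mouse 6 the lowest (6.021) exercised control mouse, so their effects offset each other. The median log2 fold change went from 0.323 to 0.305 for cholesterol and from 0.26 to 0.165 for fatty acid synthesis without both mice, and was 0.389 without mouse 3 alone and 0.239 without mouse 6 alone for cholesterol, and 0.231 and 0.203 for fatty acid synthesis. A part of these mice in the size of both lists is left open. The permutation p was 0.0762 for cholesterol and 0.0374 for fatty acid synthesis before adjustment, and neither list passed after adjustment over the lists tested. Sign flips within a replicate number, also chosen after results had been seen, gave an unadjusted p under 0.05 for both lists. Both were higher with vitamin E in most numbers, but neither passed after adjustment. Differences between mice within a group therefore cannot be told apart from an effect of vitamin E. An effect of vitamin E on lipid synthesis after exercise may remain as a hypothesis.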

How the results depend on the processing

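Leaving out mice 3 and 6, the clock score, the mean list value per mouse and its sign flips within a number were tests chosen after results had been seen.

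Of the counts, 102 values under alternatives were equal to or within 1.5 times the reported one and 14 were not. The 102 include each 0 set against a reported 0, from the calls at an adjusted p under 0.05 for vitamin E and for the interaction. Of the list results, 238 kept direction and side of the threshold, 113 lost the call and 1 reversed. Of the single genes, 3723 stayed on the same side of the threshold, 264 lost and 67 gained it. None changed direction while past the threshold in the reported or the alternative fit. A change of direction with neither fit past it was counted among the 3723. No alternative gave a call at an adjusted p under 0.05 in limma for vitamin E in exercised or in sedentary mice or for the interaction.

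Exercise changed 65 probe sets on the control diet when only these 2 groups were fitted and 78 without a filter; the cause was not tested. With only animals of the 24 series it changed 10 on the control and 7 on the vitamin E diet, and with only the 27 series 16 and 4, with fewer mice in each. At the paper's threshold, vitamin E gave 1165 probe sets in exercised and 1336 in sedentary mice without a filter. There were 107 and 113 with the stricter filter, and 306 and 329 with only probe sets of 1 symbol. These settings also change the number of probe sets tested, but whether that accounts for the counts was not tested. Without a fold change limit there were 1038 in exercised mice. With the replicate block, 114 and 41 probe sets changed with exercise and 636 with vitamin E in exercised mice at the paper's threshold. Neither the paper nor the labels state a pairing of the mice by number. Deviations of the same number in other groups had a mean correlation of 0.021. It was 0.011 for other numbers of the same series and -0.0128 between the series. Between the exercised groups the correlations by number were 0.0212 to 0.0871. As a hint, 12 of 44 arrays, not all, correlated best with an array of their own number (3.76 expected by chance), and the clock score correlated by 0.705 by number between the exercised groups (permutation p = 0.0119). By sign flips within a number the mean differences of the 5 lists were not called: cholesterol synthesis 0.321 (higher in 10 of 12 numbers, p = 0.0142, adjusted p = 0.156), fatty acid synthesis 0.301 (p = 0.042, adjusted p = 0.227), interferon-stimulated genes -0.118 (adjusted p = 0.527), NF-kappaB and cytokine response -0.218 (0.607) and acute-phase proteins -0.357 (0.486). The SRF and actin cytoskeleton list, whose mean per mouse was called by permutation, was not called either (-0.198, p = 0.00488, adjusted p = 0.151).

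With an estimated correlation and with fry, the 5 lists lost their call between exercised groups at the same medians: cholesterol synthesis 0.323 (adjusted p = 0.183 and 0.198), fatty acid synthesis 0.26 (0.16 and 0.135), interferon-stimulated genes -0.102 (0.497 and 0.464), NF-kappaB and cytokine response -0.207 (0.497 and 0.464) and acute-phase proteins -0.193 (0.357 and 0.233). As means per mouse they were 0.321 (permutation p = 0.0762 before adjustment), 0.301 (adjusted p = 0.33), -0.118 (0.578), -0.218 (0.618) and -0.357 (0.483). These tests take account of the correlation between genes of a list.

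Without both exercised control mice 3 and 6, acute-phase proteins were at -0.0421 (adjusted p = 0.21), interferon-stimulated genes at -0.0161 (0.632) and the NF-kappaB and cytokine response at -0.0238 (0.632), with camera's direction reversed. Without 1 of them, the interferon-stimulated list ranged from -0.11 to -0.0248 (0.384 without mouse 6) and the NF-kappaB list from -0.201 to -0.082 (0.117 without mouse 6, 0.587 without mouse 3). The interferon-stimulated list kept its call without mouse 3 (0.00419), and acute-phase proteins kept theirs without mouse 3 (-0.146, 0.000138) and without mouse 6 (-0.188, 1.54e-05). Without mouse 6 the NF-kappaB median hardly moved, so this lost call does not show a dependence on mouse 6.

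The low array signal limits dim transcripts such as Il21r, which lies near the filter.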

Differences from the paper's values

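All alternatives named here were set before the data were examined unless said otherwise; leaving out mice 3 and 6 and the clock score as a covariate were tests chosen after the values were seen.

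The counts at the paper's thresholds and the Pltp fold changes lay within 1.5 times the paper's. The paper's 445 transcripts between exercised groups compare with 604 probe sets here, its 143 higher ones with 207 and its 302 lower ones with 397. Of the probe sets, 103 of the 207 and 190 of the 397 had exactly 1 gene symbol. Whether the paper counted probe sets without a symbol was not settled, so the units may differ. The paper's median fold increase of Pltp, 1.43 in exercised and 1.58 in sedentary mice, compares with 1.44 and 1.58.

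In Fig. 2 the paper reports lower Ppargc1a, Pdk4 and Irs2 by PCR with vitamin E after exercise. On the arrays Cpt2 passed an unadjusted p of 0.05 in limma, and these 3 did not. Ppargc1a had p = 0.352 and passed in none of 16 settings (p 0.21 to 0.649). Pdk4 had p = 0.187 and passed with only animals of the 24 series (p = 0.0435). Irs2 had p = 0.086 and passed with the Wilcoxon rank-sum test (p = 0.0284). The paper used that test for its PCR data, so with the paper's test Irs2 does not differ from its call, while Ppargc1a and Pdk4 did not pass.

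Of the 17 measured transcripts of Fig. 4A that the paper marks as lower with vitamin E, 14 passed an unadjusted p of 0.05. Csrnp1 (-0.385, p = 0.0596) and Fgfr2 (-0.284, p = 0.0777) passed with a fit of only 2 groups and with the clock score as a covariate, which was chosen after the values were seen. Rnd1 (-0.35, p = 0.0582) passed with 2 groups only, with the 27 series only and with the replicate block. Of the 12 marked in Fig. 4B, 10 passed. Nsdhl (0.492, p = 0.0611) passed with 2 groups only, the number series as a block, the 27 series only and the replicate block, and Acacb (0.338, p = 0.096) in none of 15 settings.

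For exercise on the control diet, 12 of 13 marked transcripts of both panels passed. Sc5d (-0.195, p = 0.0547) passed with 2 groups only, the stricter filter, quantile normalization, trend and robust eBayes, the number series as a block, the 24 series only and the replicate block. The paper's discussion states that exercise lowered Acacb on the control diet, where the difference was -0.0346 (p = 0.869, 0.741 to 0.996 over 15 settings), while Fasn was lower.

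For exercise on the vitamin E diet, Zbtb43 (-0.212, p = 0.0517) passed with 2 groups only, median centring, array weights, and, chosen after the values were seen, without mice 3 and 6 or without mouse 6. Tm7sf2 (0.209, p = 0.0551) passed with 2 groups only, quantile normalization, trend and robust eBayes, array weights, the number series as a block, and, chosen after the values were seen, without mouse 3, mouse 6 or both and with the clock score. Between sedentary groups, Zbtb43 (0.184, p = 0.102) passed with 2 groups only, and Il21r (-0.29, p = 0.0647) with 2 groups only and with array weights.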

Other observations

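The lists were set before their values were seen; the means per mouse and leaving out single mice were tests chosen after results had been seen.

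Between exercised groups, genes of the actin cytoskeleton controlled by SRF were lower with vitamin E, with 17 of 20 lower and a median of -0.15 (camera adjusted p = 5.79e-05, adjusted p = 0.138 with an estimated correlation and 0.0566 with fry). No gene passed an adjusted p of 0.05 over all genes, 2 did when adjusted over the list alone and limma gave 7 at an unadjusted p under 0.05. The mean per mouse was 4.26 ± 0.123 with vitamin E and 4.457 ± 0.132 without (SD, n = 12 each, permutation p = 0.00061, adjusted p = 0.0189). Without exercised control mice 3 and 6 the difference was -0.163 (permutation p = 0.00252). By sign flips within a number this list was not called (p = 0.00488, adjusted p = 0.151). The smooth muscle list of 8 genes had a median of -0.37 (camera adjusted p = 0.00238, adjusted p = 0.16 with an estimated correlation) and a mean difference of -0.291 (permutation p = 0.00383, adjusted p = 0.0594). Actg2 differed by -0.71 (unadjusted p = 0.00106) and Cnn2 by -0.54 (unadjusted p = 0.00202). SRF is among the regulators that the paper's Table 1 predicts to be inhibited. That table was derived from the same exercised arrays, so it is not independent evidence. The mean per mouse and the smooth muscle list are not in the paper. As written, the SRF and smooth muscle lists share Acta2, Tagln, Cnn1 and Myl9, so they are not separate results. The smooth muscle means were low on these arrays, 2.671 with vitamin E and 2.962 without.

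The other lists between exercised groups had these medians with camera's adjusted p. PPAR-alpha targets and fatty acid oxidation were at -0.12 (p = 0.00904, adjusted p = 0.497 with an estimated correlation) and heat shock proteins at -0.09 (p = 0.0478, adjusted p = 0.497 with an estimated correlation). Above 0.05 were mitochondrial respiration and biogenesis at 0.03 (p = 0.0541), cholangiocyte genes at -0.16 (p = 0.0674), bile acid synthesis and transport at 0.04 (p = 0.1), stellate cell and fibroblast genes at 0.11 (p = 0.1), vitamin E handling and PXR/CAR targets at 0.03 (p = 0.129), circadian clock genes at -0.10 (p = 0.267), neutrophil genes at -0.49 (p = 0.267), Kupffer cell and macrophage genes at -0.11 (p = 0.27) and ATF4 targets at -0.04 (p = 0.27). Immediate early genes were at -0.08 (p = 0.289), NRF2 targets at -0.0049 (p = 0.406), pericentral genes at -0.04 (p = 0.482), hepatocyte genes at -0.0077 (p = 0.611), T and NK cell genes at -0.03 (p = 0.611), adipocyte genes at -0.16 (p = 0.617), periportal genes at -0.04 (p = 0.853) and sinusoidal endothelial genes at -0.02 (p = 0.904).

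In sedentary mice, all 14 Kupffer cell and macrophage genes were higher with vitamin E, with a median of 0.45 (camera adjusted p = 1.19e-06, adjusted p = 0.88 with an estimated correlation; permutation p = 0.0959). Mice 1 (6.124) and 3 (5.786) of the vitamin E group had its highest means, and the median was 0.311 without mouse 1 (camera adjusted p = 0.0093), 0.356 without mouse 3 and 0.164 without both (camera adjusted p = 0.271), where the difference of the means went from 0.462 to 0.17. The list of vitamin E handling and PXR/CAR targets was 6.75 ± 0.106 with vitamin E and 6.595 ± 0.093 without as a mean per mouse (SD, n = 10 each; permutation p = 0.0027, adjusted p = 0.0837).

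After exercise, immediate early genes rose on both diets, with a median of 0.73 on the control diet (camera adjusted p = 1.69e-19, adjusted p = 0.000103 with an estimated correlation) and 0.27 on the vitamin E diet (adjusted p = 5.46e-15, adjusted p = 0.000555 with an estimated correlation). Of 12 ATF4 targets, 6 were higher and 6 lower on the control diet, with a median of 0.04 (camera adjusted p = 0.0708, adjusted p = 0.368 with an estimated correlation) and 8 were higher and 4 lower on the vitamin E diet, with a median of 0.14 (adjusted p = 0.000623, adjusted p = 0.0232 with an estimated correlation), and the difference between the diets had an adjusted p of 0.582. The mean per mouse rose by 0.286 and 0.298 (permutation adjusted p = 0.0157 and 0.00124), most of it from Ddit4 (2.64 and 2.75), the only member with an adjusted p under 0.05. Without exercised control mice 3 and 6, exercise changed 98 probe sets on the control diet, 79 of them among the 126.

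Between the number series, Hsd17b7 was 0.574 higher (adjusted p = 8.25e-05) and Wfdc2 differed by -0.808 (adjusted p = 9.3e-05) in the 27 series.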
